# Functional and Evolutionary Significance of Human MicroRNA Seed Region Mutations

**DOI:** 10.1371/journal.pone.0115241

**Published:** 2014-12-12

**Authors:** Christopher G. Hill, Neda Jabbari, Lilya V. Matyunina, John F. McDonald

## Abstract

MicroRNAs have emerged in recent years as important regulators of cell function in both normal and diseased cells. MiRNAs coordinately regulate large suites of target genes by mRNA degradation and/or translational inhibition. The mRNA target specificities of miRNAs in animals are primarily encoded within a 7 nt “seed region” mapping to positions 2–8 at the molecule's 5′ end. We here combine computational analyses with experimental studies to explore the functional significance of sequence variation within the seed region of human miRNAs. The results indicate that a substitution of even a single nucleotide within the seed region changes the spectrum of mRNA targets by >50%. The high functional cost of even single nucleotide changes within seed regions is consistent with their high sequence conservation among miRNA families both within and between species and suggests processes that may underlie the evolution of miRNA regulatory control.

## Introduction

MicroRNAs (miRNAs) are small 20–22 nucleotide (nt) RNA molecules that play important regulatory roles in cell function [1], embryonic development [2] and the onset and progression of a variety of diseases [3], including cancer [4]. Like siRNAs and other small regulatory RNAs, miRNAs regulate their target genes by mRNA degradation and/or translational inhibition [5]. However, unlike siRNAs that target one or a few genes, individual miRNAs have evolved the ability to coordinately regulate large suites of target genes, many of which may encode coordinated cellular functions [5], [6]. The mRNA target specificities of miRNAs in animals are primarily encoded within a 7 nt “seed region” mapping to positions 2–8 at the molecule's 5′ end [7], [8]. The importance of this 7 nt sequence to miRNA function is evidenced by the fact that the seed region sequence of many miRNA families is highly conserved both within and between species [9]. Mature single-stranded miRNAs bound to the RNA-induced silencing complex (RISC) recognize their regulatory targets by Watson-Crick base pairing to compatible sequences (usually in 3′ un-translated regions or 3′ UTRs) in target mRNAs.

It is estimated that there are >1000 sequentially distinct miRNAs in the human genome, each being present in a few to hundreds of copies [10]. We focused on 249 human miRNAs previously shown to be sequentially conserved across mammalian species [11]. In this study, we combine computational analyses with experimental studies to explore the functional significance of sequence variation within the seed region of human miRNAs. Our computational analyses predict that as few as one nucleotide change within this 7-nt seed region will alter the spectrum of targeted mRNAs by >60–70%. Further nucleotide substitutions are predicted to have little to no additional effect. Ectopic over expression of synthetic miRNAs with variable seed regions (miR-429, miR-141 and miR-205) but with identical (miR-429) non-seed regions were conducted to experimentally evaluate the consequence of differences in seed region on patterns of gene expression. The experimental results again indicate that as few as one nucleotide change within seed regions results in >50% alteration in the spectrum of mRNAs directly or indirectly regulated by the over expressed miRNA. Further nucleotide differences (5 nucleotide differences) within the seed region were found to have no additional effect. The high functional cost of even a single nucleotide change within the seed region of human miRNAs is consistent with the rigidly conserved seed sequence identity among miRNA families both within and between species [9] and suggests possible mechanisms underlying the evolution of miRNA regulatory control.

## Materials and Methods

### Computational predictions of miRNA target and overlap

To determine the mRNA targets of the 249 conserved miRNAs, we utilized three online target prediction programs, miRanda-mirSVR [12], TargetScan [13] and PicTar [14]. The miRanda predictions are driven by mirSVR, an application that uses machine learning to evaluate and score the importance of various features from miRNAs and their putative target sites. Predicted miRNA targets were filtered for targets with a mirSVR score less than −0.2 to minimize false positives. Corroborative predictions were carried out using TargetScan and PicTar.

We determined the distance between two sequences by calculating the Hamming distance [15]. That distance is calculated by counting the number of nucleotide changes needed to transform one seed sequence into another. Overlap between the predicted miRNA targets was determined using cosine similarity [16], calculated by dividing the total number of overlapping genes by the square root of the product of the number of genes targeted by each miRNA. Taking the square root of the number of predicted targets reduces the influence of miRNAs with abnormally large numbers of targets and simultaneously normalizes the result, generating a score between 0 and 1. The significance of the difference in overlap of differentially expressed (DE) genes between two pairs of miRNAs was calculated using the chi-square test of association; the overlap and cost (non-overlap) for each pair were compared.

### Cell culture and transfections

HEY [17] ovarian cancer cells, provided by Gordon B. Mills (MD Anderson Cancer Center, Houston, TX), were cultured in RPMI-1640 (Mediatech, Manassas, VA) with 10% Fetal Bovine Serum (FBS, Atlanta Biologicals, GA) and 1% antibiotic-antimycotic solution (Mediatech-Cellgro, Manassas, VA), and incubated at 37°C and 5% CO_2_. The transfection protocol was as described previously [18]. Briefly, triplicate wells of exponentially growing cells were transfected with miR-429, and the custom designed miRNAs M12, M14 and M5 purchased as Pre-miR miRNA Precursors (Ambion, Austin, TX). Transfections were performed using Lipofectamine 2000 transfection reagent (Invitrogen, Carlsbad, CA) according to the manufacturer's instructions. Ambion Pre-miR miRNA Precursor Negative Control was used as a negative control.

### RNA isolation and whole genome microarray

RNA was extracted from transfected cells using the RNeasy Mini RNA isolation kit (QIAGEN, Valencia, CA). Microarray experiments were performed as previously described [19]. Briefly, RNA samples with high integrity were converted to cDNA and amplified with Applause 3′-Amp System (NuGen, San Carlos, CA). The cDNA was fragmented and Biotin labeled using the Encode Biotin Module (NuGen). Labeled cDNA was then hybridized to Affymetrix HG-U133 Plus 2.0 arrays and analyzed with GeneChip Scanner 3000 (Affymetrix, Santa Clara, CA).

### Microarray data analysis

To determine differentially expressed genes in triplicates of experimental miRNA and negative control treated cells, the following procedure was followed. Quality control was first assessed using all raw CEL files as implemented in Array Analysis [20]. GC Robust Multi-array Average (GCRMA) normalization was performed using all CEL files that passed quality control (n = 3 per experimental group after quality assessment). For GCRMA normalization, each experimental miRNA group was compared independently to the negative control group. Next, probe set filtering was performed as follows: present/absent calls were first generated by Microarray Suite 5.0 (MAS5.0) using the Affymetrix Expression Console v1.1. Based on present/absent calls, probe sets with less than 50% present calls across all experimental miRNA and negative control samples were removed. In addition, probes and probe sets lacking a gene symbol annotation were ignored. Based on GCRMA expression signals, calculation of signal-to-noise ratio (SNR  =  mean/standard deviation) was used to select and keep only the probe sets with the highest SNR for differential expression profiling. GCRMA expression signals for those probe sets were submitted to SAM (Significance Analysis of Microarrays) [21]. Each SAM input file contained triplicates of experimental miRNA and negative control GCRMA expression columns. Differentially expressed genes in each experimental miRNA group were determined compared to the negative control (as a baseline) using the false discovery rate (FDR) <2%. SAM output files included significantly differentially expressed genes (upregulated and down-regulated genes in separate lists). All raw CEL files, MAS5.0 (CHP files) and GCRMA processed files are deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov) SuperSeries number GSE56973.

### Orthologous genes

Orthologous genes in human and mouse were identified using the BioMart data-mining tool [22]. Briefly, all *Homo sapiens* genes were selected on BioMart and filtered to remove the genes with no mouse orthologs. The output file included the mouse orthologs for all the resulting genes. These genes were then used for our comparison of miR-429 and miR-200b predictions across human and mouse species.

## Results and Discussion

The functional consequence or “cost” of seed region nucleotide changes involves the loss of regulatory control over previously targeted mRNAs and/or the acquisition of novel regulatory control over previously untargeted mRNAs. To systematically explore this phenomenon computationally, we first determined the number of nucleotide changes needed to transform one seed region into another (Hamming distance) for each of the 249 miRNAs analyzed in this study. We then calculated the percent overlap (cosine similarity) of predicted targets for all pairs of miRNAs having identical seeds. For example, the percent target gene overlap for miR-25 and miR-32 (both having the seed sequence: 5′AUUGCAC) predicted by miRanda-mirSVR is 81% (Fig. 1A). The 19% (100%–81%) divergence in non-overlapping targets is attributable to sequence variation mapping to the non-seed regions (see S1a Figure for an additional example). The median percent overlap between all pairs of conserved miRNAs with identical seeds is 88% (Fig. 1C; S1 Table; n = 144), with an average of 12% divergence in non-overlapping genes attributable to variation in non-seed regions.

**Figure 1:**
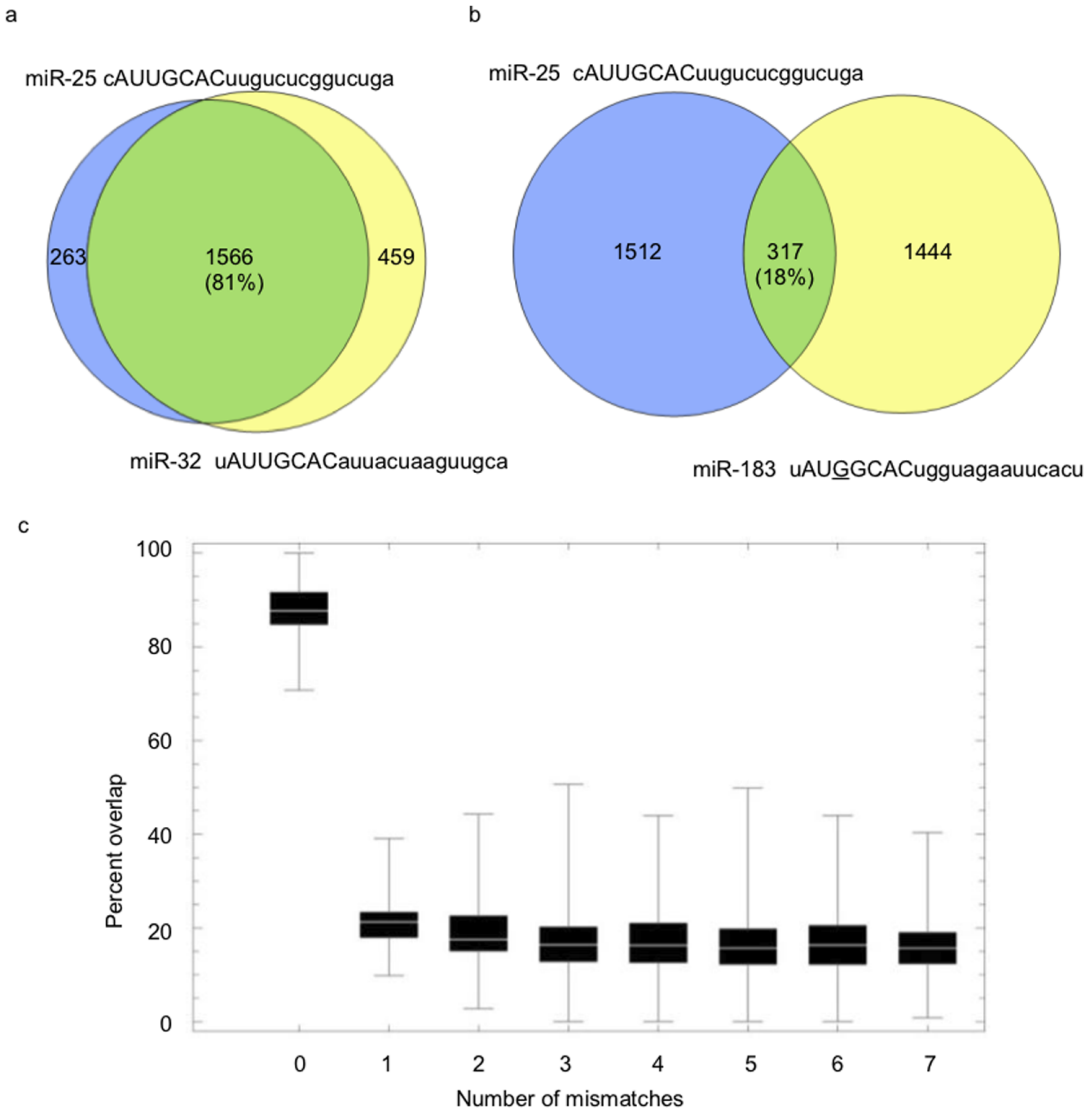
A single nucleotide difference in seed region of miRNAs is associated with a major change in regulated target genes. A) miR-25 and miR-32, two miRNAs with identical seed regions (upper-case letters), have 81% overlap in their predicted target genes; B) miR-25 and miR-183, two miRNAs with a single nucleotide difference within their respective seed regions have only 18% overlap in their predicted target genes; C) The overlap of predicted targets for all 249 pairs of conserved miRNAs grouped by the number of mismatches in their respective seed regions. The computed percentage overlaps (cosine similarity) are presented as box and whisker plots [the bottom and top of each box represent the first and third quartiles of variation while the band inside the box represents the median (second quartile) value; the “whiskers” represent variability outside the upper and lower quartiles].

We next independently computed the average percent overlap of predicted mRNA targets for pairs of miRNAs having seeds that differ by 1 to 7 nucleotides. The results (Figs. 1B, 1C, S1B; S2 Table) indicate that even a single nucleotide mismatch in the seed regions of two miRNAs is computationally predicted to reduce the percent overlap (and increase the percent of non-overlap) among their respective targeted mRNAs by >70%. The generality of these computational predictions was corroborated independently by conducting the same analyses using two additional target prediction algorithms, TargetScan and PicTar (S2A, S2B Figures). Thus, the computational studies consistently predict that as few as one nucleotide substitution within the seed region of miRNAs will be associated with significant functional cost and that further changes will have little or no additional cost.

While informative in their own right, functional predictions based on target prediction algorithms alone are often inaccurate *in vivo* because they ignore the myriad of indirect regulatory effects induced by miRNAs [6], [23], [24]. In an effort to experimentally explore the functional cost of nucleotide variation within miRNA seed regions, we selected for analysis members of the miR-200 family of human miRNAs that differ by a single nucleotide in the seed region (miR-429 vs. miR-141 differ by 1 nucleotide at position 4) or differ by multiple nucleotides (miR-429 and miR-205 differ by 5 nucleotides at positions 2,3,5,7 and 8) within their respective seed regions (Fig. 2). In order to avoid confounding effects attributable to variation within non-seed regions and to focus on the significance of seed region variation, synthetic derivatives of these naturally occurring miRNAs were constructed to have identical miR-429 non-seed regions (Fig. 2). In addition, to explore the possible significance of variability in the position of single nucleotide differences within seed regions, we constructed an additional miR-429 variant with a single nucleotide substitution at seed region position 2 (M12, Fig. 2). Each of these miRNAs were independently transfected into the well-characterized HEY ovarian cancer cell line [17] and after 48 hrs RNA was extracted and subjected to gene expression analysis (Affymetrix, U133) as previously described [18], [19]. 

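For the comparison of M5 with the negative control, 6 Affymetrix HG-U133 Plus 2.0 arrays were analysed, 3 from HEY wells transfected with M5 and 3 from wells transfected with a negative control miRNA. HEY is an established human ovarian cancer cell line. The sample labels give a dose of 30 nM, 60000 cells per well and 48 h between transfection and RNA isolation. The paper describes the replicates as triplicate wells, so p-values here measure the spread between wells, part of which may be technical. The authors normalized the 3 M5 and 3 negative control arrays together by GCRMA, which corrects the background from probe sequence and gives 1 signal per probe set, and deposited the signals as log2 values of 54675 probe sets. From these values, probe sets were kept that had 1 gene symbol and a log2 value of at least 4 in at least 3 of the 6 arrays. This floor stands in place of the MAS5.0 present calls of the paper's methods, which were not used here. For a gene with several such probe sets, the one with the highest mean over standard deviation was taken, computed over the 6 arrays. The paper's methods name a ratio of mean to standard deviation without saying over which arrays it was computed. This left 10092 genes, which were tested with limma, a linear model with moderated variances, at a Benjamini-Hochberg adjusted p under 0.02, the level of the paper's FDR. Because the ratio of mean to standard deviation is taken over both groups, a probe set that changes with treatment has a lower ratio than one that does not, and the choice can change a gene's value. GCRMA values below a log2 of about 4 lie near background, and the fold change of a gene near background in one of the groups depends on the background model. The number of arrays limits the precision of each value.
Correlations between arrays over all probe sets were 0.995 to 0.998 within M5, 0.996 to 0.997 within the negative control and 0.988 to 0.993 between the groups. The RNA was amplified from the 3′ end, and all arrays had a stronger signal from the 3′ than the 5′ control probe sets of GAPDH and ACTB, a pair of abundant housekeeping transcripts. M5 replicate 1 stood apart in this measure. Its 3′ minus 5′ difference was 2.21 for GAPDH and 8.93 for ACTB on the log2 scale, against 1.13 to 1.25 and 6.04 to 6.94 in the other 5 arrays. Between the groups the difference did not separate (exact permutation test, two-sided, p = 0.7 for GAPDH and p = 1.0 for ACTB, where the smallest p that 3 arrays against 3 allow is 0.10). For ACTB, M5 replicates 2 and 3, at 6.27 and 6.04, lay below the negative control arrays, at 6.48 to 6.94. The high value of M5 replicate 1 offset them, so the test does not show that the groups were alike.

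**Figure D1:**
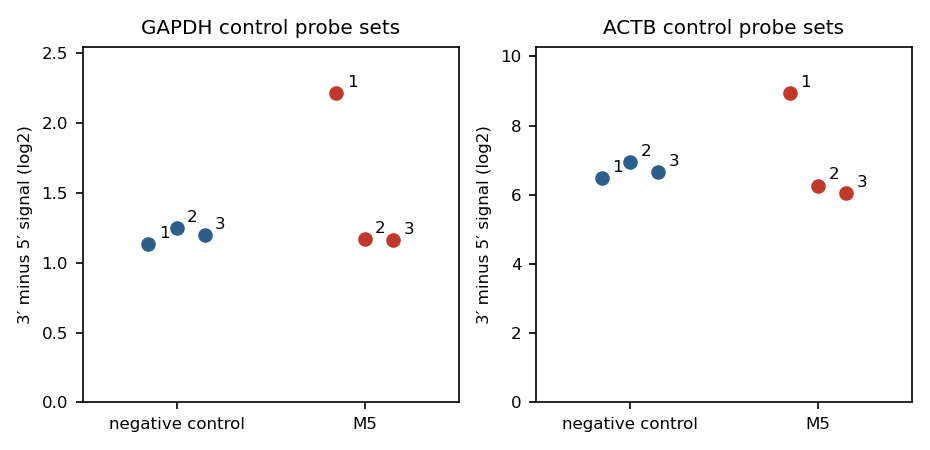
Difference between the 3′ and 5′ control probe sets of GAPDH (left) and ACTB (right) on the log2 scale, for each array. Points are single arrays with their replicate number, negative control in blue and M5 in red; M5 replicate 1 lies at 2.21 and 8.93, above the other 5 arrays.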

(S3–S6 Tables for detailed results).

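The genes with the largest rises after M5 by deposited signal were ZBED2, a zinc finger gene, at 7.01 on the log2 scale (standard error 0.12, adjusted p = 4.7e-07 from limma), COL8A1, a collagen chain, at 6.09 (standard error 0.15, adjusted p = 2.6e-06 from limma), and ITGB8, an integrin subunit, at 5.51 (standard error 0.13, adjusted p = 2.6e-06 from limma). Next came the sodium channel gene SCN2A with a log2 fold change of 4.67, the secretory granule gene SCG2 with 4.54 and the cornified envelope gene SCEL with 4.42. LCP1, an actin-bundling protein, had a log2 fold change of 3.85, CEMIP2 of 3.67, the cell cycle regulator RGCC of 3.584 and filaggrin, FLG, of 3.30. The largest falls were those of CCNA1, which encodes a cyclin, with a log2 fold change of -4.15 (standard error 0.16, adjusted p = 1.9e-05 from limma), and RBPMS2, which encodes an RNA-binding protein, with -4.11 (standard error 0.13, adjusted p = 1.1e-05 from limma). The cytoskeletal linker EPPK1 fell by 3.49, TMEM170B fell by 3.45, and the cell cycle transcription factor E2F2 fell by 3.42. The histone acetyltransferase KAT2B had a log2 fold change of -2.96 and the sarcomere protein MYPN of -2.94. The long noncoding RNAs LINC01279 and LINC00942 had log2 fold changes of -3.16 and -3.05, and the probe set named for MOBP fell by 3.10. The negative control means of ZBED2, COL8A1, ITGB8, SCN2A, SCG2 and FLG and the M5 means of CCNA1, RBPMS2 and TMEM170B lay below 4, so these differences and the order of the genes depend on the background model. With values below 4 set to 4, the log2 fold changes were 5.11 for ZBED2, 4.58 for COL8A1, 3.73 for SCN2A, 3.20 for SCG2, 3.16 for ITGB8, 1.95 for FLG, -3.02 for CCNA1, -3.60 for RBPMS2 and -2.41 for TMEM170B, with SCEL and LCP1 then ahead of SCN2A, and ITGB8, FLG and TMEM170B no longer among the 10 largest of their direction.
The M5 signal of ZBED2 was 9.11 ± 0.13 (SD, n = 3) against 2.10 ± 0.16 (SD, n = 3) in the negative control, and that of COL8A1 was 8.58 ± 0.27 (SD, n = 3) against 2.49 ± 0.15 (SD, n = 3). For CCNA1 the signal was 2.87 ± 0.26 (SD, n = 3) with M5 and 7.02 ± 0.20 (SD, n = 3) in the negative control. Without the filter on low values another probe set near background was taken for some of these genes, which lowered the log2 fold change of SCN2A to 1.60, turned that of SCEL to -0.26, of EPPK1 to 0.12 and of MOBP to 0.031 and ended the calls of COL8A1, ITGB8, RGCC and E2F2.

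**Figure D2:**
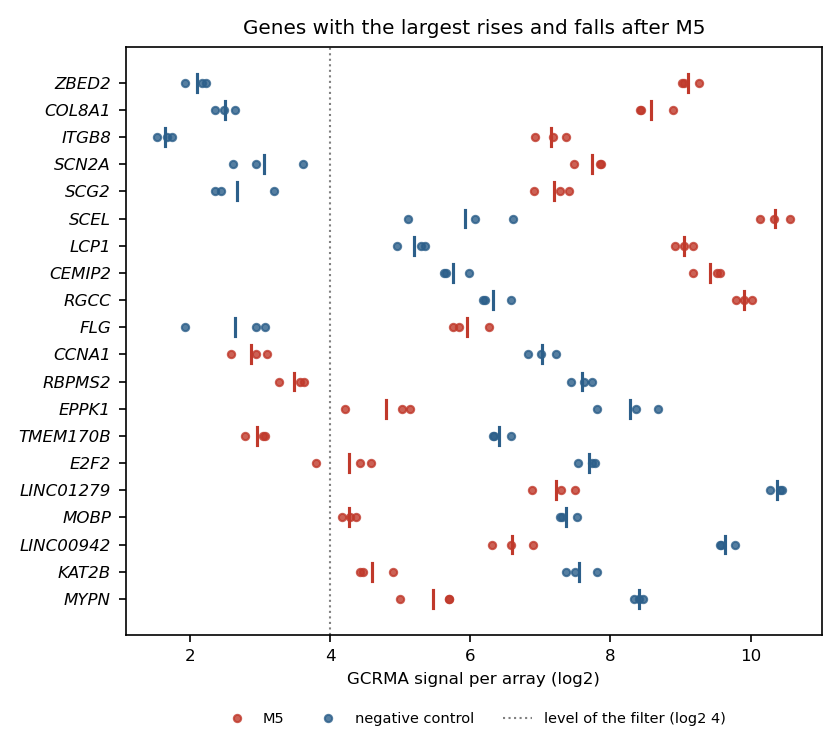
GCRMA signal per array (log2) of the 10 genes with the largest rises and the 10 with the largest falls after M5. Points are single arrays, M5 in red and negative control in blue, short bars are group means (n = 3) and the dotted line is the filter level of 4; ZBED2 goes from a mean of 2.10 to 9.11, and CCNA1 from 7.02 to 2.87.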

**Figure 2:**
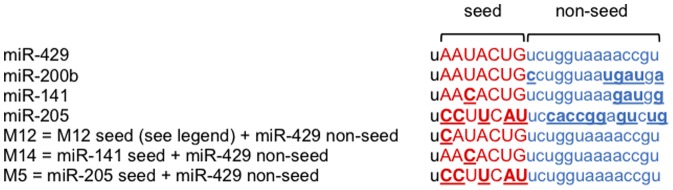
Sequence alignments of miR-429, miR-200b, miR-141, miR-205, M12, M14 and M5. Seed and non-seed regions are colored in red and blue, respectively. Differences in seed and non-seed regions of miRNAs relative to miR-429 are underlined. M12, 14 and M5 all have identical non-seed regions with miR-429. M12 differs in seed region sequence from miR-429 by one nt at position 2. The seed region sequence of M14 is identical to that of miR-141 and differs from the seed of miR-429 by one nucleotide at position 4. M5 differs in seed region sequence from miR-429 by 5 nucleotides.

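M5 has the sequence uCCUUCAUucugguaaaaccgu and miR-429 the sequence uAAUACUGucugguaaaaccgu, with the seed in capitals. Counted from 1 at the 5′ end, with the base of miR-429 first, the substitutions are A2C, A3C, A5U, U7A and G8U. The seed of M5, CCUUCAU, is that of miR-205. Of 22 tested genes reported in the literature as miR-205 targets, listed before the data were examined, 3 were lower and 2 were higher after M5, and 17 did not pass the test (4 lower and 2 higher when adjusted over the list alone). At an unadjusted p under 0.05, 8 were lower and 2 higher, by SAM 6 were lower and 2 higher, and with the highest-mean probe set 6 were lower and 2 higher by limma. With arrays left out in turn, 2 to 4 were lower and 0 to 3 higher. Such counts are to be read against those over all 10092 tested genes. Of these, 1878 (18.6%) passed by limma, 3984 had an unadjusted p under 0.05 from limma and 3050 were called by SAM. The cell cycle transcription factor E2F1 fell by 1.89 on the log2 scale (standard error 0.15, adjusted p = 0.00027 from limma) and PHLPP2, a phosphatase of AKT, fell by 1.00 (standard error 0.12, adjusted p = 0.0011 from limma). ZEB1, a repressor of epithelial genes, fell by 0.43 by the probe set taken here (standard error 0.10, adjusted p = 0.017 from limma), and its 2 other probe sets had log2 fold changes of -1.37 and -0.79 (adjusted p = 0.00087 and adjusted p = 0.0033 from limma over all probe sets, where the probe set taken here did not pass, at an adjusted p = 0.0207). BCL2 and the growth factor VEGFA were higher, with log2 fold changes of 1.08 and 1.05, and another probe set of VEGFA had 0.64. The log2 fold change of INPPL1 was -0.53 (standard error 0.16, adjusted p = 0.042 from limma), which did not pass the threshold, and -0.32 with values below 4 set to 4 (adjusted p = 0.078 from limma). The probe sets of ZEB2 differed. The one taken here had a log2 fold change of 0.04, and the others had -0.45 and -1.23 (adjusted p = 0.067 and adjusted p = 0.0020 from limma over all probe sets). ERBB3 lay below the filter. As a list the miR-205 targets did not pass camera, which tests whether the members of a list shift against all other tested genes (adjusted p = 0.23, and adjusted p = 0.60 with an estimated correlation), while without the filter on low values they passed as lower (adjusted p = 0.029). Of 27 genes reported as targets of miR-200b and miR-429, 5 were higher and 1 was lower (6 higher and 1 lower when adjusted over the list alone, 7 higher and 5 lower at an unadjusted p under 0.05, 7 higher and 3 lower by SAM, and 2 to 5 higher with arrays left out in turn), among them the Notch ligand JAG1 with a log2 fold change of 1.92 and fibronectin, FN1, with 0.67 for the probe set taken here and up to 2.62 over its 6 probe sets, and the list did not pass camera (adjusted p = 0.46, and adjusted p = 0.75 with an estimated correlation). The lower gene of this list was ZEB1 and the higher ones included VEGFA, both also counted among the miR-205 targets. When arrays were left out in turn, the call of ZEB1 was lost without any array except M5 replicate 1, that of BCL2 was lost without M5 replicate 2, M5 replicate 3, negative control replicate 1 or negative control replicate 3, and that of VEGFA was lost without M5 replicate 3. Without the filter on low values, the probe set then taken for VEGFA had a log2 fold change of -0.12, and the calls of BCL2, JAG1 and ZEB1 were lost.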

As mentioned above, the functional cost associated with nucleotide changes within seed regions is reflective of the loss of regulatory control over previously targeted mRNAs and/or the acquisition of novel regulatory control over previously untargeted mRNAs. 

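After transfection with M5, 1878 of the 10092 genes tested (18.6%) changed at an adjusted p under 0.02 from limma, 1124 higher and 754 lower. At an unadjusted p under 0.05 from limma the number was 3984, and by SAM it was 3050. The counts of list members are to be read against these numbers. Of 53 tested genes of mitosis, 18 were lower and 0 were higher by limma (25 lower when adjusted over the list alone). At an unadjusted p under 0.05, 34 of the 53 were lower and 0 higher, and by SAM 26 were lower and 0 higher. The number of lower genes of mitosis was 18 without M5 replicate 1, 10 without M5 replicate 2, 11 without M5 replicate 3, 9 without negative control replicate 1 or 2 and 8 without negative control replicate 3. GTSE1, a regulator of the G2 phase, fell by 1.60 on the log2 scale (standard error 0.11, adjusted p = 0.00018 from limma), and the centromere protein CENPF fell by 0.79 by the probe set taken here (standard error 0.08, adjusted p = 0.00071 from limma), with a log2 fold change of -2.01 for its other probe set. Of 41 genes of DNA replication, 10 were lower and 1 was higher (10 lower and 1 higher when adjusted over the list alone), with 16 lower and 1 higher at an unadjusted p under 0.05 and 15 lower and 1 higher by SAM. The lower genes of DNA replication were 12 without M5 replicate 1 and 6 to 8 without any other array. E2F8, a transcription factor of the cell cycle, fell by 1.67 (-1.25 with values below 4 set to 4) and DSCC1, which acts in loading of the replication clamp, fell by 0.77, while the helicase gene BRIP1 had a log2 fold change of 0.57. Both lists shifted down by camera with a preset correlation of 0.01 (adjusted p = 2.0e-10 for mitosis and adjusted p = 0.00048 for DNA replication). Neither call held with an estimated correlation (adjusted p = 0.18 and adjusted p = 0.37). With that setting 0 of the 14 tested lists passed, so the loss is not particular to these lists.
Of 22 target genes of p53, 5 were higher and 0 were lower by limma (8 higher when adjusted over the list alone), with 12 higher and 1 lower at an unadjusted p under 0.05 and 10 higher and 0 lower by SAM. The higher p53 targets were 9 without M5 replicate 1 and 4 or 5 without any other array. The death receptor FAS had a log2 fold change of 1.07 and SESN1, a regulator of growth under stress, of 0.93. Of 23 mesenchymal markers, 6 were higher and 1 was lower (6 higher and 2 lower when adjusted over the list alone), among them the matrix genes COL1A1, with a log2 fold change of 1.504, and FBN1, with 1.23 for the probe set taken here and 0.47 to 1.77 over its 3 probe sets. Both lists shifted up by camera (adjusted p = 0.014 for p53 targets and adjusted p = 0.026 for mesenchymal markers) and neither call held with an estimated correlation (adjusted p = 0.37 for each). The lower mesenchymal marker was ZEB1 and FN1 was among the higher ones, and both are also counted in the lists of miRNA targets. Of 8 tested epithelial markers, 3 were higher and 1 was lower (3 higher and 1 lower when adjusted over the list alone). The desmosome genes PKP3 and DSP had log2 fold changes of 1.75 and 0.74 (for PKP3 0.65 with values below 4 set to 4, where its call was lost at an adjusted p = 0.037), the tight junction gene OCLN fell by 1.90, and the list did not pass camera (adjusted p = 0.18, and adjusted p = 0.37 with an estimated correlation), but passed as higher without M5 replicate 1 (adjusted p = 0.028). Of 53 ribosomal protein genes, 0 passed the threshold by limma in either direction (also 0 when adjusted over the list alone), with 7 lower and 0 higher at an unadjusted p under 0.05 and 1 lower by SAM, while the list shifted down by camera (adjusted p = 0.018, and adjusted p = 0.37 with an estimated correlation) by a mean of -0.14 on the log2 scale. This mean was -0.09 without M5 replicate 1 (adjusted p = 0.014 by camera) and -0.13 to -0.18 without any other array. The list also held the mitochondrial ribosomal protein genes MRPL13 and MRPL23, with log2 fold changes of -0.01 and -0.52.
The number of changed genes was 1984 without M5 replicate 1, the array with the larger 3′ minus 5′ difference, and 1081 to 1249 when any other array was left out. The camera call of the mesenchymal markers was lost without negative control replicate 1 (adjusted p = 0.057), without negative control replicate 2 (adjusted p = 0.050) and without the filter on low values (adjusted p = 0.20), and that of the ribosomal proteins without negative control replicate 3 (adjusted p = 0.054). The call of BRIP1 was lost without M5 replicate 3, negative control replicate 1 or negative control replicate 3, and those of PKP3 and COL1A1 without the filter, where another probe set was taken.

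**Figure D3:**
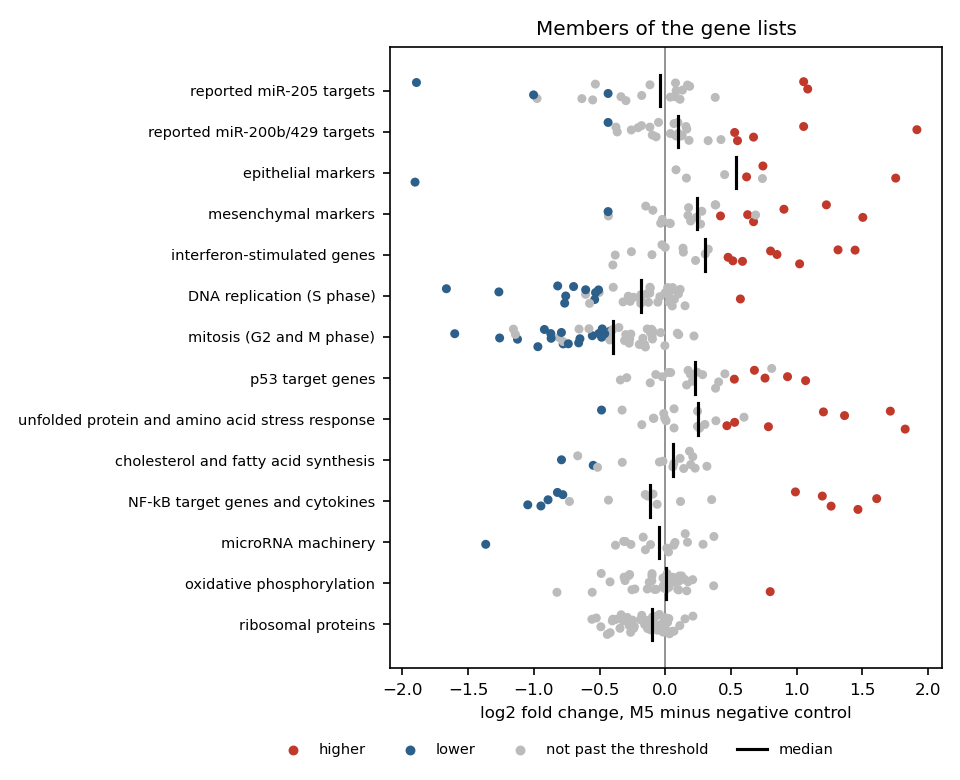
Log2 fold change, M5 minus negative control, of the tested members of 14 gene lists. Each point is 1 gene, red where higher and blue where lower at an adjusted p under 0.02 from limma and grey otherwise, and black bars are medians; the 18 called genes of mitosis all lie below 0.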

We experimentally estimated these parameters by comparing all significantly differentially expressed genes in cells transfected by miRNAs with seeds differing by 0 (miR-429 vs miR-429), 1 (miR-429 vs M12 and miR-429 vs M14) or 5 (miR-429 vs M5) nucleotides. Presented in Fig. 3C is the observed percent overlap of all significantly differentially expressed genes among 3 replicate transfections with miR-429. The high similarity in percent overlap among these replicate miR-429 transfections is indicative of the low experimental error associated with the technique. Figs. 3a and 3b present the observed percent overlap in significantly differentiated genes in cells transfected with miR-429 vs cells transfected by miRNAs differing from miR-429 by a single nucleotide within their respective seed regions. The differences are highly significant (χ^2^ = 1511; p<0.0001) and consistent with the prediction that a substantial functional cost is associated with even a single nucleotide change within miRNA seed regions. Differences in overlap between the miR-429 vs M12 and miR-429 vs M14 comparisons were not found to differ significantly (χ^2^ = 1.95; p<0.16) indicating that, in this experimental context, position of the single nucleotide change is not significant with respect to functional cost.

**Figure 3:**
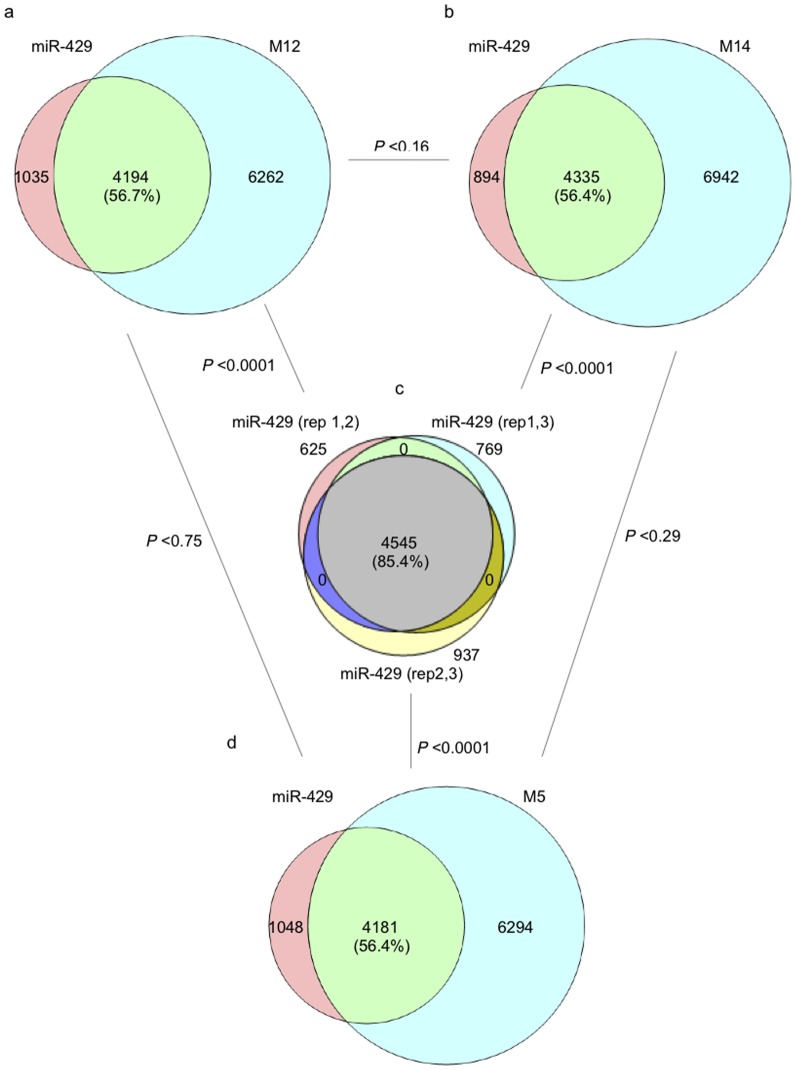
Overlap among differentially expressed (DE) genes in HEY cells after ectopic expression of miRNAs with different seed region sequences. An overlap of 85% in differentially expressed genes was observed among 3 replicate experiments in which miR-429 was ectopically expressed in HEY cells (C). A single nucleotide change in the seed region of miR-429 (M12, M14) resulted is a significant reduction (56% vs 85%) in the overlap among differentially expressed genes (A, B). Differences in the position of this single nucleotide difference (M12, position 2 vs M14, position 4) did not have a significant effect on degree of overlap (A vs. B). Five nucleotide differences in the seed region of miR-429 (M5) also resulted in a significant reduction in overlap (56% vs. 85%) among differentially expressed genes (D vs. C) but not significantly different from miRNAs differing by only 1 nucleotide difference from miR-429 (D vs. A; D vs B).

Changes in the percent overlap of significantly differentially expressed genes between cells transfected by miR-429 vs those transfected by the miRNA differing at 5 nucleotide positions within the seed region (Fig. 3D) were also highly significant (χ^2^ = 1535; p<0.0001) but not significantly different from the changes induced by miRNAs with only a single nucleotide difference from miR-429 (χ^2^ = 0.1; p<0.75).

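Of 19 tested interferon-stimulated genes, 8 were higher and 0 were lower after M5 by limma (8 higher and 1 lower when adjusted over the list alone), with 8 higher and 1 lower both at an unadjusted p under 0.05 and by SAM. The number of higher genes was 8 without M5 replicate 1, 4 without M5 replicate 3 or negative control replicate 3, 5 without M5 replicate 2 or negative control replicate 1, and 6 without negative control replicate 2. IFIT1, which binds foreign RNA, had a log2 fold change of 1.32 (standard error 0.11, adjusted p = 0.00033 from limma) and OAS1, a sensor of double-stranded RNA, of 1.45 (standard error 0.14, adjusted p = 0.00055 from limma), or 0.30 for OAS1 with values below 4 set to 4, where its call was lost (adjusted p = 0.13). Of 23 genes of the unfolded protein and amino acid stress response, 7 were higher and 1 was lower (7 higher and 1 lower when adjusted over the list alone), with 11 higher and 2 lower at an unadjusted p under 0.05 and 9 higher and 2 lower by SAM, and the higher ones were 4 to 7 with arrays left out in turn. The cystine transporter SLC7A11 had a log2 fold change of 1.83 and the chaperone cofactor DNAJB9 of 1.71. SEL1L, which acts in degradation of misfolded proteins, fell by 0.48 by the probe set taken here, a call lost when any array was left out, and another of its probe sets had a log2 fold change of 0.86. By camera both lists shifted up (adjusted p = 0.021 for interferon-stimulated genes and adjusted p = 0.026 for the stress response), and neither call held with an estimated correlation (adjusted p = 0.37 and adjusted p = 0.58). The camera call of the interferon-stimulated genes was lost without the filter on low values (adjusted p = 0.20), as was the call of OAS1 (adjusted p = 0.021 from limma), and that of the stress response without M5 replicate 2 (adjusted p = 0.064) or negative control replicate 2 (adjusted p = 0.050).
Of all changed genes, 593 had an absolute log2 fold change of at least 1, 364 higher and 229 lower, and 484 changed by less than 1.5-fold. SAM, the paper's test, called 3050 genes at an FDR under 2%, 1883 higher and 1167 lower, and these held all of the genes called by limma. The miR-429, M12 and M14 arrays were not analysed here, so the overlap with the miR-429 genes was not recomputed. The paper counted the genes shared between the miR-429 and M5 lists (Fig. 3D) and compared that overlap by a chi-square test with the overlap among replicate miR-429 transfections (Fig. 3C) and with the overlap for the variants that differ at a single seed position (Fig. 3A, 3B). By the paper's test the first difference was significant and the second was not.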

Collectively, the above results indicate that even a single nucleotide substitution within the seed regions of miRNAs is associated with substantial functional cost and suggests an evolutionary model whereby strong stabilizing selection is maintaining rigid conservation of miRNA seed sequences both within and between species. Individual target genes, on the other hand, may acquire and/or lose miRNA regulatory control(s) through even single nucleotide substitutions in miRNA target sequences complimentary to miRNA seeds (typically within 3′ UTRs) (Fig. 4). Any functional consequence of such mutations would be incurred on the individual gene level rather than on the multi-gene level associated with miRNA seed region mutations. This implies that although seed regions may be highly conserved both within and between species due to strong stabilizing selection, the spectrum of genes regulated by these sequentially conserved miRNAs may be expected, on average, to vary significantly, especially between more distantly related species where there has been ample time/opportunity for individual genes to acquire variation in their target sequence(s) and to re-associate themselves with other, presumably adaptive, miRNA regulatory controls (directional selection).

**Figure 4:**
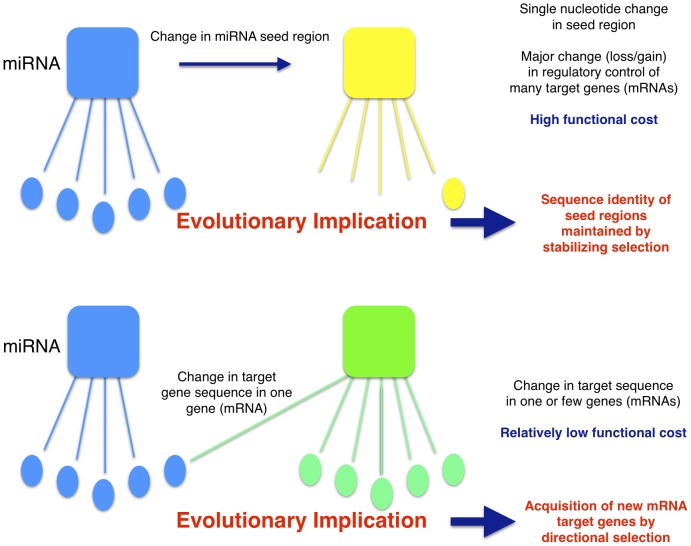
The high functional cost of even single nucleotide changes in miRNA seed regions implies a mechanism of miRNA regulatory evolution. If a miRNA (blue square) changes a single nt within its seed region (yellow square), a significant fraction of its target genes (blue and yellow ovals) will change resulting in high functional cost. As a result, strong stabilizing selection is expected to maintain miRNA seed region sequence identity among miRNA families within and between species. In contrast, individual genes may change miRNA regulatory control(s) (blue to green squares) by as little as a single nucleotide change in their target sequences (blue to gene ovals) with relatively low functional cost. Thus, evolutionary changes in miRNA regulatory control are likely to be driven primarily by random and/or adaptive (directional selection) changes in target gene sequences.

As an initial test of this prediction, we selected two miRNAs (miR-429 and miR-200b) that have identical seed regions in both humans and mice (Fig. 5A). We employed the miRanda-mirSVR algorithm to predict the respective orthologous mRNA targets of these two miRNAs (human: hsa-miR-429, hsa-miR-200b; mouse: mmu-miR-429, mmu-miR-200b) in both species. As shown in Fig. 5B, the percent overlap between the predicted gene targets of these two miRNAs (intra-specific) is >90% (mouse: 93.3%; humans: 91.8%) in both species. However, despite the fact that the human and mouse miRNAs share sequentially identical seed regions, they display <40% overlap among their respective target genes/mRNAs in the non-native species (inter-specific) (Fig. 5B). To determine if these differences are representative of other sequentially conserved miRNAs, we computed the percent overlap of genes targeted by the 249 miRNAs sequentially conserved in mouse and humans. The results confirm that the average overlap between targeted genes in mouse and humans is <30% (Fig. 5C). This dichotomy is well below the false positive values expected given the high stringency cut-off values used in our predictions (mirSVR score <−0.2) [12]. These results are consistent with the hypothesis that while miRNA seed regions may be selectively conserved across species, target genes maintain relative flexibility to acquire and/or lose miRNA regulatory controls by even single nucleotide changes within their respective miRNA target sequences (typically within 3′ UTRs).

**Figure 5:**
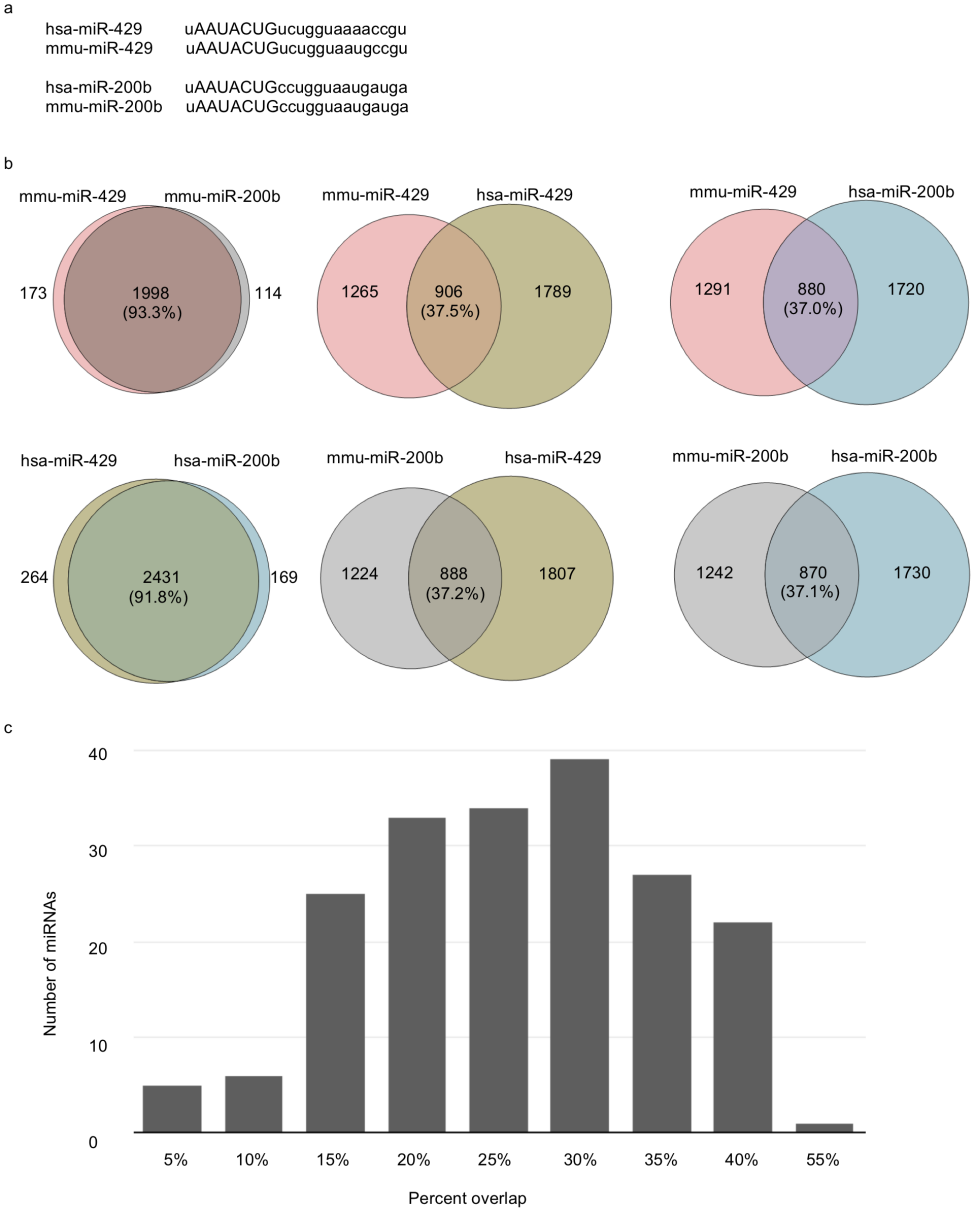
Mouse and human miRNAs share sequentially identical seed regions but regulate highly divergent groups of target genes. A) Sequence alignment between human (has-miR-429/200b) and mouse (mmu-miR-429/200b) miR-429 and miR-200b miRNAs. Despite the substantial evolutionary distances between these two species, the respective seed regions are sequentially identical indicative of strong stabilizing selection. B) Venn diagrams showing the % overlap in predicted miR-429 and miR-200b target genes between human and mouse orthologs. C) The average percent overlap of genes predicted to be targeted by all 249 sequentially conserved mouse and human miRNAs is <30%. The results are consistent with a model of miRNA regulatory evolution whereby miRNA seed region sequences are selectively conserved while target genes may rapidly re-position themselves under novel miRNA regulatory control(s).

Collectively, our findings support an evolutionary model whereby miRNAs initially evolve to regulate large suites of target genes. Thereafter, the sequential integrity of miRNA seed regions is maintained by strong stabilizing selection due to the high functional cost of even a single nucleotide mutation within miRNAs. In contrast, nucleotide mutations in the target sequences of individual genes, being, on average, of substantially lower functional cost, allow for a relatively rapid repositioning of miRNA-target gene associations. Indeed, a variety of scenarios might arise to buffer the possible negative effects of target sequence mutations in regulated genes. For example, duplication of specific target sequences within regulated genes could serve to mask the impact of the sudden loss of existing miRNA regulatory controls while still permitting genes to explore the potential adaptive benefits of acquiring new miRNA regulatory controls.

## Supporting Information

S1 Figure **One nucleotide difference or 7 nucleotide differences in the seed regions of miRNAs is predicted to be associated with equivalent levels of change in regulated target genes.** (**a**) miRNAs with identical seeds, miR-195 and miR-16, are predicted to share 91% of their target genes; (b) miRNAs with a single nucleotide change in their seed regions, miR-195 and miR-29a, are predicted to share only 21% of their target genes; (c) miRNAs with no sequence similarity in their seed regions, miR-195 and miR-205, are predicted to share only 18% of their target genes. These results are consistent with the hypothesis that as little as a single nucleotide difference within miRNA seed regions has a major effect on miRNA regulatory control.
(PDF)

S2 Figure **Distribution of percent overlap of miRanda-mirSVR predicted targets of miRNAs having 0 through 7 seed mismatches.** Insets show distribution according to two other popular prediction algorithms: a) TargetScan, and b) PicTar. The results are uniformly consistent with the prediction that even a single nucleotide mismatch within miRNA seed regions results in a large change in targeted mRNAs.
(PDF)

S1 Table **Target overlap for miRNAs with identical seeds.** Predicted (miRanda-mirSVR) overlap (cosine similarity) in target genes for all pairs of miRNAs with identical seed regions.
(XLSX)

S2 Table **Target overlap for miRNAs with non-identical seeds.** Predicted (miRanda-mirSVR) overlap (cosine similarity) in target genes for all pairs of miRNAs with non-identical seed regions.
(XLSX)

S3 Table **Fold-change for all (5229) significantly differentially expressed genes after ectopic expression of miR-429 in HEY cells.**
(XLS)

S4 Table **Fold-change for all (10,456) significantly differentially expressed genes after ectopic expression of M12 in HEY cells.**
(XLS)

S5 Table **Fold-change for all (11,277) significantly differentially expressed genes after ectopic expression of M14 in HEY cells.**
(XLS)

S6 Table **Fold-change for all (10,475) significantly differentially expressed genes after ectopic expression of M5 in HEY cells.**
(XLS)

# Supplementary material for: Functional and Evolutionary Significance of Human MicroRNA Seed Region Mutations
**Source:** PLoS One. 2014 Dec 12;9(12):e115241. doi: 10.1371/journal.pone.0115241
**Supplement:** S1 Figure — One nucleotide difference or 7 nucleotide differences in the seed regions of miRNAs is predicted to be associated with equivalent levels of change in regulated target genes. (a) miRNAs with identical seeds, miR-195 and miR-16, are predicted to share 91% of their target genes; (b) miRNAs with a single nucleotide change in their seed regions, miR-195 and miR-29a, are predicted to share only 21% of their target genes; (c) miRNAs with no sequence similarity in their seed regions, miR-195 and miR-205, are predicted to share only 18% of their target genes. These results are consistent with the hypothesis that as little as a single nucleotide difference within miRNA seed regions has a major effect on miRNA regulatory control.

a

miR-195 uAGCAGCAcagaaauuuggc

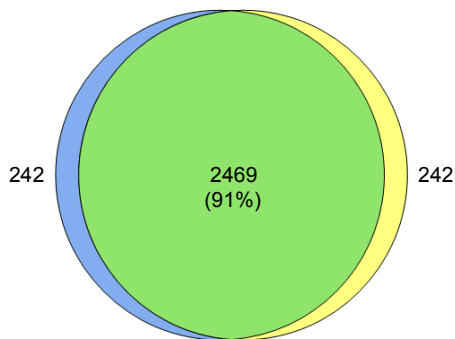

miR-16 uAGCAGCAcguaaaauuuggcg

b

miR-195 uAGCAGCAcagaaauuuggc

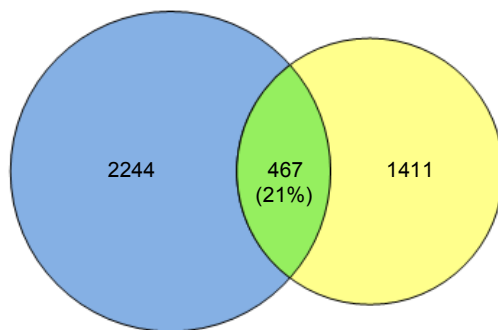

miR-29a uAGCACCAucugaaaucgguaa

c

miR-195 uAGCAGCAcagaaauuuggc

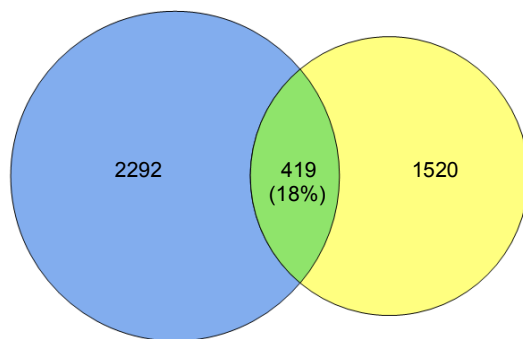

miR-205 uCCUUCAUuccaccggagucug

How the deposited data were processed for this re-analysis (not part of the article)

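Gene expression was measured in HEY cells 48 h after transfection with M5 or with a negative control miRNA, on 3 arrays each. The authors deposited log2 GCRMA signals of 54675 probe sets. According to the paper's methods and the design text of the series, the arrays were checked for quality and each miRNA group was normalized by GCRMA together with the negative control group. The submitters' processing notes name GCRMA, MAS5 and Affymetrix Expression Console, and the version of GCRMA is not given in the sources used here. The deposited table holds no filter on probe sets, and the present and absent calls of the methods were not used here. No 2 arrays held identical values over the table.
The values were used as deposited, without further normalization. Probe sets were named through the platform annotation given for the table. Of the 54675 probe sets, 41097 had 1 gene symbol, 1801 had several and 11777 had none, the 62 control probe sets among the latter, and only those with 1 symbol were used. Of these, 41043 were matched by gene ID to the RefSeq gene table of GRCh38.p14, which updated 0 symbols and was used for names only. Kept probe sets had a log2 value of at least 4 in at least 3 of the 6 arrays, in place of the filter on present calls in the paper's methods, which left 18219 probe sets of 10092 genes. The probe set with the highest mean over standard deviation of the 6 arrays was taken per gene. M5 was compared with the negative control by lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the 10092 genes and a threshold of 0.02, without a replicate block. Fold changes are differences of group means on the log2 scale, M5 minus negative control. SAM was written in R, with 20 relabellings. The paper's methods give its FDR and no other setting of the test, so the rest were chosen here. Figures were drawn with matplotlib 3.10.9.
The 15 gene lists, the main tests and most of the alternatives were set from background knowledge before the data were examined; the tests and alternatives chosen later are named in the closing section. The lists hold 515 entries, of which 463 had a probe set with 1 symbol. The rest are not analysed here. Lists with at least 5 tested members, 14 of the 15, were tested by camera with a preset correlation of 0.01, Benjamini-Hochberg adjusted over the lists at a threshold of 0.05, with fry and camera with an estimated correlation beside it. The genes named are the 10 largest rises and 10 largest falls among genes past the threshold whose 3 M5 values all lie on the same side of the 3 negative control values, in each list the 2 members that rose and the 2 that fell with the smallest adjusted p past the threshold, and reported miR-205 targets fixed beforehand whatever their value, as far as they are reported here. XIST and Y-linked genes, control probe sets and unnamed loci were passed over. The paper names no gene for this comparison, but its S6 Table lists fold changes of single genes and was open to view when the rule was set.
The functions were tested on simulated data with the means and spreads of the 10092 genes and 200 changed genes. Limma recovered 23.9% of the genes changed by 0.5 on the log2 scale, 55.2% of those changed by 1 and 95.5% of those changed by 2, and 2.52% of its calls were false. SAM recovered 58.5% of the 200 genes with 2.50% of its calls false. In a separate simulation without those 200 genes, the mitosis list was lowered by 0.5 as a whole and was the only list past camera. Its noise was drawn independently for each gene, so it cannot show how camera behaves where genes are correlated. With 3 arrays per group, a change of 0.5 was often not detected in the simulation of 200 changed genes. The data gave 1878 calls, for which the Benjamini-Hochberg adjustment allows a higher unadjusted p. The simulated shares may therefore understate the recovery in the data. The alternatives tried were other filters, other choices of probe set, other normalizations, other variance models, SAM, other thresholds, values below 4 set to 4, a replicate block and each array left out in turn. A planned test of genes with M5 seed sites in their 3′ UTRs was not run, because no 3′ UTR sequences were used here.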

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

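The test of slower cycling was chosen only after the result was seen; the other tests in this part were set before. The paper compares the overlap of changed genes between miRNAs and does not discuss gene groups. For M5 relative to the negative control, 7 of the 14 tested lists passed camera with a preset correlation of 0.01, and 0 of the 14 passed with an estimated correlation (adjusted p = 0.18 for mitosis and adjusted p = 0.37 to 0.58 for the other 6). All 7 passed by fry, which does not compare a list with other genes (adjusted p = 0.0027 to 0.042). For epithelial markers the estimated correlation, -0.085, lay below the preset 0.01, yet the unadjusted p by camera rose from 0.10 to 0.17. A call lost with an estimated correlation thus does not show that correlation between members accounts for the shift. The mean log2 fold change was -0.46 for genes of mitosis, -0.28 for genes of DNA replication and -0.14 for ribosomal proteins, the last being -0.09 without M5 replicate 1. It was 0.39 for the unfolded protein and amino acid stress response, 0.37 for interferon-stimulated genes, 0.31 for mesenchymal markers and 0.30 for p53 target genes. The 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 7 lists past camera and the highest of the other splits gave 5, and 1 of the 10 splits, the real one, gave as many as 7. Every other split mixes M5 and negative control arrays, which raises the spread within its groups, so this comparison does not measure chance.
The fall of the genes of mitosis was weighed against a pair of technical explanations. Lower quality of M5 replicate 1 as the whole cause is argued against by the arrays without it, where the list's mean log2 fold change was -0.42 and the list still passed camera (adjusted p = 1.8e-11). A trend with expression level is argued against by 10000 random lists matched on mean expression, whose medians lay between -0.05 and 0.12 in the central 95%, against a median of -0.40 for the genes of mitosis. Slower cycling of M5-treated cells stays open as a hypothesis. The genes of DNA replication also had a mean below 0 and passed camera with the preset correlation (adjusted p = 0.00048). Their shift did not pass with an estimated correlation (adjusted p = 0.37), but 0 of the 14 tested lists did, mitosis included. That result therefore cannot decide the question, and no cell counts or cycle phases were measured on these arrays.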

How the results depend on the processing

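The alternatives with the largest between-group ratio and with values below 4 set to 4 were chosen after seeing the data; all others were set before. The count of 1878 changed genes (1124 higher, 754 lower) stayed within 1.5 times under the other filters (1377 without a filter and 1820 with the stricter one), with the highest-mean probe set (2292), under median centring (1943) and repeated quantile normalization (2017), and with the trend and robust prior (2319) and array weights (2329), and was 1877 with values below 4 set to 4. It was 3050 by SAM (1883 higher, 1167 lower), 2995 when all probe sets were tested (1693 higher, 1363 lower, a gene with probe sets of opposite sign counted in both), 593 at an absolute log2 fold change of at least 1 (364 higher, 229 lower), and 2708 at an adjusted p under 0.05, where 1137 were lower. With the probe set of the largest between-group ratio it was 3425 (1900 higher, 1525 lower), by SAM on those probe sets 5258 (2812 higher, 2446 lower), and by SAM with a log2 floor of 2 and probe sets of several symbols kept 5593 (3017 higher, 2576 lower); choosing the probe set by the difference under test favours calls by construction. With each array left out in turn the count was 1081 to 1984, with 645 to 1198 higher and 381 to 786 lower. It was 1238 without M5 replicate 2, 1081 without M5 replicate 3, 1086, 1249 and 1102 without negative control replicates 1, 2 and 3, and 1984 without M5 replicate 1. Fewer arrays lower the number of calls by construction, but the rise without M5 replicate 1 goes with its low estimated array weight of 0.344.
The replicate numbers gave no sign of pairing: the correlations of same-numbered deviations were -0.23, -0.44 and 0.02. So few correlations cannot show that the wells were unpaired, and neither the labels nor the paper's methods name a pairing. With the replicate number as a block, 1129 genes passed (683 higher, 446 lower), and no array correlated best with the array of its own number in the other group.
Of the lists, all 7 calls were lost with an estimated correlation, at an adjusted p of 0.18 for mitosis, 0.58 for the stress response and 0.37 for mesenchymal markers, interferon-stimulated genes, DNA replication, p53 targets and ribosomal proteins. Without the filter the calls of mesenchymal markers and interferon-stimulated genes were lost (adjusted p = 0.20 for both) and miR-205 targets passed as lower (adjusted p = 0.029). By fry, which does not compare a list with other genes, all 7 lists passed in the same direction as by camera. In addition, miR-200b and miR-429 targets and epithelial markers passed by fry as higher (adjusted p = 0.027 for both). NF-kB targets also passed by fry as higher (adjusted p = 0.026), against a downward direction by camera. With arrays left out, the adjusted p was 0.012 to 0.057 for mesenchymal markers (lost without negative control replicates 1 and 2), 0.0056 to 0.064 for the stress response (lost without M5 replicate 2 and negative control replicate 2), 0.0055 to 0.054 for ribosomal proteins (lost without negative control replicate 3) and 0.028 to 0.30 for epithelial markers (passing without M5 replicate 1).
Over the named genes and alternatives, 1000 results kept direction and side of the threshold, 61 were no longer past it, 2 newly passed and 11 changed sign. Most of these genes were named for a large change or a small adjusted p in the main fit, which favours keeping the call. An adjusted p under 0.05 could not lose a call, and SAM held all genes called by limma. Without a filter, another probe set near background was taken, with log2 fold changes of -0.26 for SCEL, 0.12 for EPPK1, 0.031 for MOBP, -0.12 for VEGFA, 0.0021 for NFKBIA and 0.020 for TNRC6C. With the between-group ratio, another probe set gave 0.86 for SEL1L and -1.23 for ZEB2. The probe set of ZEB2 taken in the main analysis had a log2 fold change of 0.04, and of -0.13 to 0.23 with arrays left out, at -0.02 without M5 replicate 1, -0.01 without M5 replicate 3 and -0.13 without negative control replicate 1. Alternatives for genes with M5 seed sites were not run, because no 3′ UTR sequences were used. Signals near background limit low genes: 4 of 26 miR-205 targets, 21 of 29 epithelial markers and 18 of 37 interferon-stimulated genes on the array lay below the filter.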

Differences from the paper's values

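The paper reports 10475 genes changed after M5 at an FDR under 2%, against 1878 here at an adjusted p under 0.02 from limma. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's number. The nearest were SAM, the paper's test, at the paper's FDR, with 3050, all probe sets tested, with 2995, and an adjusted p under 0.05, which is not the paper's threshold, with 2708. The others, including each array left out in turn, gave 593 to 2329. Alternatives chosen after seeing the values reached at most 5593, so no setting that was run reached the paper's number. The present calls of the paper's filter were not used here. Apart from the FDR, the paper gives no settings of SAM, so those used here may differ from the paper's. The number of genes tested here, 10092, is itself below the paper's number of changed genes.
The copy of the S6 Table used here holds the first 1998 of its 10475 rows, and 1997 of these lie within 0.01 on the log2 scale of the difference between the M5 and negative control means of the same probe set in the deposited values. Of the genes named here, 6 are among these rows. For 5 of them the paper lists the probe set taken here with the same fold change, such as 68.0 for COL8A1 and 0.056 for CCNA1. For BRIP1 it lists another probe set, with a fold change of 1.47 in the paper against 1.49 here. Without the filter on low values another probe set was taken for 3 of the 6, with fold changes of 1.16 for COL8A1, 1.06 for BCL2 and 1.05 for COL1A1 against 68.0, 2.12 and 2.84 in the paper.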

Other observations

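Other gene lists had changed members without a shift of the list by camera. Of 18 tested targets of NF-kB and cytokines, 5 were higher and 5 were lower (6 higher and 6 lower when adjusted over the list alone). Among the higher ones, CSF3 and ICAM1 had negative control means below 4 (3.43 and 3.07, against 4.90 and 4.06 with M5). The M5 mean of IL6, among the lower ones, was 3.83. These differences depend on the background model. With arrays left out in turn, the number of higher ones was 5 each time, and that of lower ones was 5 without M5 replicate 1, 4 without negative control replicate 1, 2 without M5 replicate 3 or negative control replicate 2, and 1 without M5 replicate 2 or negative control replicate 3. TNFAIP3, an inhibitor of NF-kB signalling, had a log2 fold change of 1.61 and the cytokine IL1B of 1.20, while the chemokine CXCL3 fell by 0.89 and the inhibitor NFKBIA fell by 0.95 (list adjusted p = 0.83 by camera). The call of NFKBIA was lost without M5 replicate 2, M5 replicate 3 or negative control replicate 3, and without the filter on low values, where another probe set had a log2 fold change of 0.0021. Of 16 genes of cholesterol and fatty acid synthesis, 2 were lower and 0 were higher by limma (2 lower when adjusted over the list alone), with 5 lower and 1 higher at an unadjusted p under 0.05 and 3 lower by SAM. INSIG1, a regulator of sterol synthesis, fell by 0.79 by the probe set taken here (-0.55 and -1.55 for its 2 other probe sets) and the enzyme SQLE fell by 0.55 (list adjusted p = 0.65), with the SQLE call lost without negative control replicate 1 or 2. Of 16 genes of the microRNA machinery, 1 was lower (1 when adjusted over the list alone): TNRC6C, which acts in miRNA silencing, fell by 1.37, or by 0.59 with values below 4 set to 4 (list adjusted p = 0.46). Without the filter on low values another probe set of TNRC6C was taken, with a log2 fold change of 0.020, and 0 genes of the list were called, while with the highest-mean probe set 2 were higher and 1 was lower. Of 45 genes of oxidative phosphorylation, 1 was higher, NDUFA6, with a log2 fold change of 0.80 (0 when adjusted over the list alone; list adjusted p = 0.65), and its call was lost without M5 replicate 2, M5 replicate 3 or negative control replicate 3. Mean and median differ in sign for NF-kB targets (0.05 and -0.11), for cholesterol and fatty acid synthesis (-0.09 and 0.06) and for oxidative phosphorylation (-0.04 and 0.004), and the direction by camera was downward for all 3 in the main analysis. It was upward for NF-kB targets without the filter on low values, and for oxidative phosphorylation without M5 replicate 1, where the mean was 0.05. All 15 blood cell markers on the array lay below the filter.
All tests in the next paragraphs were chosen after the result was seen, except that of the cells' expression in a well and that of other splits. For the number of changed genes, the 10 splits of the arrays into 3 and 3 are too few for a share under 0.05. The real split gave 1878 changed genes and the highest of the others gave 0, so 1 of the 10 splits, the real one, gave as many. Every other split mixes M5 and negative control arrays. A difference between the treatments then enters the spread within the groups and lowers the calls by construction. The 0 of the other splits is therefore no measure of what chance gives. Of the 10092 genes, 4597 (45.6%) had M5 and negative control values that did not overlap, where chance gives 10%.
M5 replicate 1 stood apart from the other M5 arrays along the second principal component (14.9% of the variance, after 72.5% for the first, which separated the groups). A mislabelled array is argued against: of the 100 genes with the smallest p from limma without it, 98 lay nearer the other M5 arrays than the negative control in it. Loss of 5′ signal stays open, since its ACTB difference of 8.93 and its GAPDH difference lay more than 3 SDs above the other 5 arrays. A difference in the cells' expression in that well also stays open: the deviations of 2 probe sets of a gene correlated across 4770 genes at 0.378, over 0.307, the bound that the rule set beforehand gives. The same correlation was 0.36 for M5 replicate 2, also over the bound, 0.185 for M5 replicate 3 and 0.096 to 0.20 for the negative control arrays, but genes are not independent replicates and RNA quality could act on both probe sets of a gene. Each deviation is taken from the other arrays of the group. Those of M5 replicates 2 and 3 therefore hold part of that of M5 replicate 1, and are not independent of it.
The probe sets in the S6 Table were compared with the rules for choosing among several probe sets of a gene. Of 656 listed genes with at least 2 probe sets past the filter, the listed one had the highest mean over standard deviation of the 6 arrays in 34.5%, where chance gives 40.7%, which argues against that rule as computed here. It had the largest between-group ratio, the difference of the group means over the sum of their standard deviations, in 92.7%. A choice by a ratio of this kind is therefore a candidate explanation for the listed probe sets, found and tested on the same values. The rows held are 1998 of 10475, and the paper lists only genes it called changed. That selection favours probe sets with a large between-group ratio under any rule, and the chance value of 40.7% does not allow for it. Of the 1998 listed rows, 124 have a fold change within 1.1-fold of 1.
The paper's fold changes for the other miRNAs, in the rows held here (1996 of 5229 for miR-429, 1998 of 10456 for M12 and 1998 of 11277 for M14), were set beside the M5 fold changes of the same probe sets. The correlation across probe sets, which are not independent replicates, was 0.40 for miR-429, 0.62 for M12 and 0.57 for M14. The covariances were 0.185, 0.244 and 0.215, where negative control arrays shared between the comparisons would add 0.014, 0.013 and 0.014. Whether these arrays are shared was not settled, and the rows are only those the paper called changed.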
